A study of Mus musculus with 8 samples. Its data were reported in "SMAD4 target genes are part of a transcriptional network that integrates the response to BMP and SHH signaling during early limb bud patterning" (2021).

How the data were processed

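SMAD4-3xFLAG ChIP-seq and input samples of mouse limb buds at E9.5 and E10.5 (8 samples, 2 per group) were sequenced by the authors. Reads were trimmed to a common length, aligned to mm9 with Bowtie keeping unique matches, and peaks were called by the authors with MACS in each replicate, with the input DNA of the same sample as control and a permissive p-value threshold. MSPC was used to merge the replicates of a stage. Regions called in a single replicate were dropped by this step, and the p-value of a merged region is the smallest that MACS gave to the calls behind it. The input samples entered only as controls of the peak calling and have no values of their own here. The deposited lists give chromosome, start, end and a score per peak, which is the authors' own value. They have no header that names the unit of the score. The range of the scores, the ceiling of 3100 and the step in their number at 50 fit a MACS p-value. It would be written as its negative log10 multiplied by 10. The paper also states that each retained peak was given its best MACS p-value. On this scale, the smaller p-value setting that the paper gives for MSPC lies at the step at 50. Since the lists themselves do not name the unit, the column was still treated as a score with no fixed unit. A score of 100 or more took the place of the stricter p-value threshold that had been chosen in advance, and was applied to both lists. The level of the scores was not tested between the lists, and across them only the ranks of shared pairs were correlated.

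Samples were grouped by stage and by ChIP or input from their titles. The labels are not uniform. The source label names the forelimb bud for all samples, whereas the tissue label names fore- and hindlimb at E10.5, and the protocol dates the E9.5 embryos to E9.75. Since the replicates were combined before any value used here, no replicate could be left out or used as a block, and no error between replicates could be given. The depth of the libraries is unknown. More or wider peaks can come from deeper sequencing or stronger enrichment, so the length of a list and the widths describe the list, and a region without a peak is not shown to be unbound.

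The lists were analysed on mm9 (NCBIM37) with the GENCODE vM1 annotation of the same build, with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and Matplotlib 3.10.9. Coordinates are 1-based. All peaks lay on chromosomes 1 to 19 and X, 0 peaks ran past a chromosome end, and no peak was removed. A peak was called shared when it overlapped a peak of the other list by at least 1 bp. The overlap was compared with 1000 circular shifts of the E10.5 peaks within each chromosome outside its unsequenced first 3 Mb (one-sided). Medians were compared by two-sided permutation tests with 100000 resamples of the labels, and shares by two-sided Fisher's exact tests. The distribution over chromosomes was tested by a chi-square statistic with permuted stage labels. Neighbouring peaks within 10 kb were counted against 1000 random placements. Distances to a TSS were measured from the peak centre to the nearest 5′ end of any annotated transcript, and 200 random placements gave the background. The authors used RefSeq TSSs, which were not used here. Gene lists were compared with 10000 random lists of protein-coding genes of the same size (one-sided). Adjusted p-values are Benjamini-Hochberg values within each family of tests.

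For the binding sequences, the 300 bp around the centre of each peak were searched on both strands, since the lists give no summits. The controls were the windows 2 kb to either side, 1 of them per peak, drawn at random, in the exact McNemar test, and windows from the same chromosome whose GC content matched within 1 percentage point for all but 7 E9.5 and 9 E10.5 peaks. With 100 draws of such windows, the two-sided p cannot fall below 0.0198. Windows of the same GC content are not matched for CpG dinucleotides, and in windows of extreme GC content the same control can be drawn repeatedly. A stage difference in excess was tested by permuting the stage labels over peaks. The qPCR amplicons were located by exact matches of their primers, each of which gave 1 product.

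The tests, the gene lists, the rule for named items and most alternatives were fixed before the data were examined. The named items are the 5 best-scored peaks of each list, the shared pair with the best summed ranks, the 3 densest 100 kb windows of each list, and the reporter and ChIP-qPCR genes with a peak. The gene lists were Id1, Id2, Msx2, Alx4, Lhx2, Prrx2 and Pkdcc (reporter and ChIP-qPCR), Id1, Id2, Id3, Msx2, Smad6, Smad7, Bmp2, Bmp4, Bmp7, Grem1 and Smoc1 (BMP), and Shh, Ptch1, Gli1 and Hhip (SHH). A further list was tested with them and counted in the adjustment over 8 tests, and its result is not reported here. The BMP and reporter lists have Id1, Id2 and Msx2 in common. The alternatives covered the definition of a shared peak, stricter lists, lists of equal size, merged peaks, autosomes, other random placements, other distances and TSS sets, other windows, sequences and controls, means in place of medians, and other distances for the gene lists. Chosen after seeing the data were the 5′ ends of genes in place of those of transcripts, flanking windows 10 kb away, CAGAC against windows of the same GC content, the 100 draws of such windows, and autosomes alone in the chromosome test.

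Simulated data were used to test the overlap, the median test, the McNemar test, the TSS distances and the draws of windows of the same GC content. The gene-list, chromosome, neighbour and Fisher's exact tests and the permutations of stage labels were not tested in this way. All 300 of 300 planted shared peaks were recovered, and 2 of 100 pairs of unrelated lists had a shift p of 0.05 or less. The median test gave p of 0.05 or less in 9 of 200 null cases and in 200 of 200 shifted ones, and the McNemar test in 10 of 200 null cases. All 600 of 600 peaks planted at TSSs were called within 5 kb. They had been planted inside this limit, so this checks the computation only. CAGAC boxes were planted by marking some random windows as holding one, without a change of sequence, and 0 of 100 draws reached the resulting share. For a first list of unplanted random windows, all 100 draws of windows of the same GC content lay at or above the list, so the check was repeated over 20 further lists, of which 1 had a p of 0.05 or less. In these 39654 random windows together, 45.9% held a CAGAC box against 45.5% of the matched windows. The first list was kept, and a single list can thus lie apart from its draws by chance. The random windows were not chosen for the GC content of the peaks, so the draws were not calibrated at that content.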

Results

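SMAD4 is the protein through which BMP and related signals reach chromatin, and the study mapped its binding in limb buds of mouse embryos whose endogenous SMAD4 carries a 3xFLAG epitope tag. Chromatin immunoprecipitation with an antibody to the tag, followed by sequencing (ChIP-seq), was performed at E9.5, when BMP activity in the limb bud mesenchyme is high, and at E10.5, when it is lower. The series holds 8 samples, with 2 SMAD4 ChIP samples and 2 input samples per stage. About 80 embryos went into each E9.5 replicate and about 100 into each E10.5 replicate. The E9.5 tissue was forelimb buds with adjoining trunk, and the protocol dates these embryos to E9.75. The E10.5 tissue was fore- and hindlimb buds, so tissue changes together with stage in every comparison. The values analysed were 2 peak lists, 1 per stage, in which both replicates had already been combined. No value therefore has a replicate SD, the sequencing depth behind each list is unknown, and each p-value describes these lists and their peaks rather than embryos. Intervals of shares are 95% Wilson intervals, and those of differences in points are 95% normal-approximation intervals. Both kinds cover counting error over peaks only.

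The E9.5 list held 2073 peaks with a median width of 1244 bp (quartiles 867 and 1841 bp), and these covered 3.11 Mb or 0.121% of the sequenced genome (mouse build mm9). The E10.5 list held 6185 peaks with a median width of 2552 bp (quartiles 1703 and 4180 bp), which covered 19.7 Mb or 0.769%. The number of peaks was thus 2.98 times and the covered length 6.33 times that at E9.5. The difference in median width of 1308 bp had a permutation p of 1e-05 (two-sided), which is the smallest value that 100000 resamples can give. The median peak score assigned by the authors was 56.3 at E9.5 (quartiles 50.8 and 68.5) and 59.8 at E10.5 (quartiles 52.4 and 73.5). The level of the scores was not tested between the lists. They served to rank and select peaks, with a cut of 100 applied to both lists in some settings, and were correlated by rank over shared pairs. The number of peaks rose sharply at a score of 50 in both lists, with 25 E9.5 peaks between 48 and 50 and 218 between 50 and 52, and with 74 and 622 E10.5 peaks in these intervals. Scores below 50 were held by 414 E9.5 peaks and by 813 E10.5 peaks, or 13.1% of the latter list. Width and score rose together across peaks, with a Spearman rho of 0.220 at E9.5 and 0.221 at E10.5, and peaks of a list are not independent replicates.

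To determine how far the regions bound at the onset of limb bud development remained bound during outgrowth, the lists were overlapped with a minimum of 1 bp. In total, 387 E9.5 peaks overlapped an E10.5 peak, which is 18.7% of the E9.5 list (interval 17.0% to 20.4%). As many E10.5 peaks, 387 or 6.26% of that list (interval 5.68% to 6.89%), overlapped an E9.5 peak, and together they formed 390 overlapping pairs. The overlap spanned 0.791 Mb, or 3.6% of the length covered by either list, and 181 E9.5 peaks lay entirely inside an E10.5 peak. Circular shifts of the E10.5 peaks along each chromosome gave a mean share of 1.22% for the E9.5 list and at most 2.36%. The observed share was 15.3 times this mean, with a one-sided permutation p of 0.000999, the smallest that 1000 shifts can give. When the E10.5 peaks were moved by only 10 to 100 kb, the E9.5 share was 8.66 times the shifted mean. Among the settings tried, the share of E9.5 peaks moved most when both lists were restricted to peaks scored 100 or more, where it was 34.1%.

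Shared peaks had higher scores than peaks of a single stage. At E9.5 the median score was 78.6 for the 387 shared peaks and 54.7 for the 1686 E9.5-only peaks. At E10.5 these medians were 78.1 for the 387 shared peaks and 59.3 for the 5798 E10.5-only peaks, and both differences had a permutation p of 1e-05. By score quartile, 7.71%, 11.0%, 12.9% and 43.1% of the E9.5 peaks were shared, from the lowest to the highest quartile. The corresponding shares at E10.5 were 3.17%, 3.62%, 4.14% and 14.1%. Of the 208 E9.5 peaks scored 100 or more, 141 (67.8%, interval 61.2% to 73.8%) were shared, whereas 126 of the 522 such E10.5 peaks (24.1%, interval 20.7% to 28.0%) were shared. Across the 390 pairs, the scores of both stages were correlated with a Spearman rho of 0.357, again over peaks and not over replicates. Shared peaks were wider than stage-only peaks at E9.5, with medians of 1958 and 1131 bp (permutation p 1e-05), and narrower at E10.5, with medians of 2253 and 2590 bp (permutation p 0.0025).

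**Figure D1:**
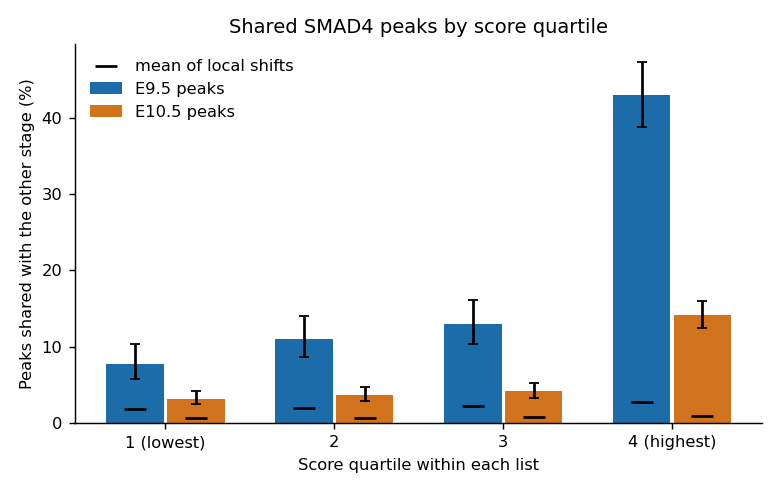
Share of peaks (%, vertical axis) that overlap a peak of the other stage, by score quartile within each list (horizontal axis), for E9.5 (blue) and E10.5 (orange), with 95% Wilson intervals as error bars and the mean of local shifts of 10 to 100 kb as black dashes. The highest quartile stands apart in both lists, with 43.1% of the E9.5 peaks and 14.1% of the E10.5 peaks shared.

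The distance of the peaks to transcriptional start sites (TSSs) was determined next, since the study asked where in relation to genes SMAD4 binds. At E9.5, 36.2% of the peak centres lay within 5 kb of a TSS (interval 34.1% to 38.3%), and at E10.5 this was 53.7% (interval 52.4% to 54.9%). Random placement of the peaks on their chromosomes gave 16.8% and 17.2%. The stages differed by 17.5 percentage points (odds ratio 2.04, two-sided Fisher's exact test p 1.41e-43). The share at 100 kb or more from a TSS was 9.60% at E9.5 (interval 8.41% to 10.9%) and 4.96% at E10.5 (interval 4.45% to 5.53%), against 22.5% and 22% for random placement (two-sided Fisher's exact test between the stages, p 3.65e-13). The median distance was 12.1 kb at E9.5 and 3.46 kb at E10.5. Of the settings tried, the one that moved the E9.5 share near a TSS most was the better-scored 50% of the list, where it was 48.2%. The share at 100 kb or more moved most with only the 5′ ends of protein-coding genes as TSSs, to 21.3% at E9.5 and 12.1% at E10.5. The stage difference depended on peak width. Within the narrowest tercile of the pooled widths it was 15.9 points (interval 12.4 to 19.4), and within the middle tercile 4.70 points (interval 0.00726 to 9.39). Within the widest tercile, with 146 E9.5 and 2607 E10.5 peaks, it was -7.47 points, with an interval of -15.5 to 0.589 that covers 0.

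Peaks shared by the stages lay near a TSS in 74.2% of cases at E9.5 and in 74.4% at E10.5. E9.5-only peaks did so in 27.5% of cases and E10.5-only peaks in 52.3%. The odds ratio of shared to stage-only peaks was 7.58 at E9.5 and 2.66 at E10.5 (two-sided Fisher's exact tests, p 1.2e-64 and 5.37e-18). With promoters defined as 2.5 kb around a TSS, 30.7% of the E9.5 peaks and 47.4% of the E10.5 peaks were promoter-proximal, 33.4% and 30.6% were intragenic, and 35.8% and 22% were intergenic. The peak centre fell into an intron in 40.3% and 43.7%, into a coding exon in 6.80% and 11.4%, and into an untranslated region (UTR) in 9.21% and 12.2% of the E9.5 and E10.5 peaks, respectively.

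**Figure D2:**
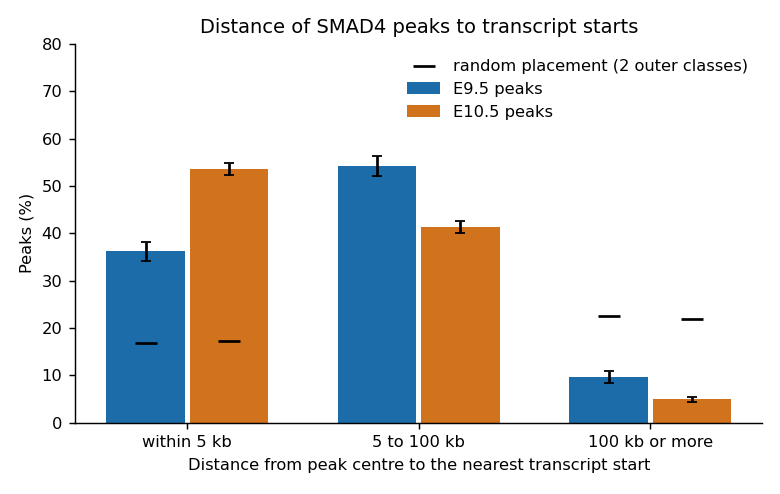
Share of peaks (%, vertical axis) by the distance of the peak centre to the nearest TSS (horizontal axis, 3 classes) for E9.5 (blue) and E10.5 (orange), with 95% Wilson intervals as error bars and, for the outer classes, random placement as black dashes. Within 5 kb lie 36.2% of the E9.5 peaks and 53.7% of the E10.5 peaks, and at 100 kb or more 9.60% and 4.96%.

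The lists were spread over the chromosomes in different proportions (chi-square 44.8, permutation p 0.0007). In 20 two-sided Fisher's exact tests, 0 chromosomes had a Benjamini-Hochberg adjusted p under 0.05, and 3 (chromosomes 4, 9 and 13) had an unadjusted p under 0.05. Chromosome X held 14 E9.5 peaks, or 0.675% of the list (interval 0.403% to 1.13%), and 68 E10.5 peaks, or 1.1% (interval 0.868% to 1.39%). It makes up 6.31% of the length of these chromosomes and carries 4.17% of the protein-coding genes and 5.34% of the TSSs. Neighbouring peaks lay within 10 kb of each other more often than after random placement. This held for 87 E9.5 peaks (4.20%, 2.44 times the random mean) and for 579 E10.5 peaks (9.36%, 1.83 times), each with a permutation p of 0.000999, the smallest possible. After peaks within 1 kb were merged, the factors were 1.77 and 1.21. The densest 100 kb windows at E9.5 were chr2:173079341-173179340 with Pmepa1 (4 peaks), chr6:52108648-52208647 within the Hoxa cluster (4 peaks) and chr1:168943788-169043787, which holds no protein-coding gene (3 peaks). At E10.5 they were chr2:77714268-77814267 with Cwc22 (11 peaks), chr11:59901742-60001741 with Rai1 (9 peaks) and chr1:75380503-75480502 with Gmppa, Accn4, Chpf and Tmem198 (6 peaks). None of the 11 peaks at Cwc22 was shared with E9.5, and their median score was 55.5.

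**Figure D3:**
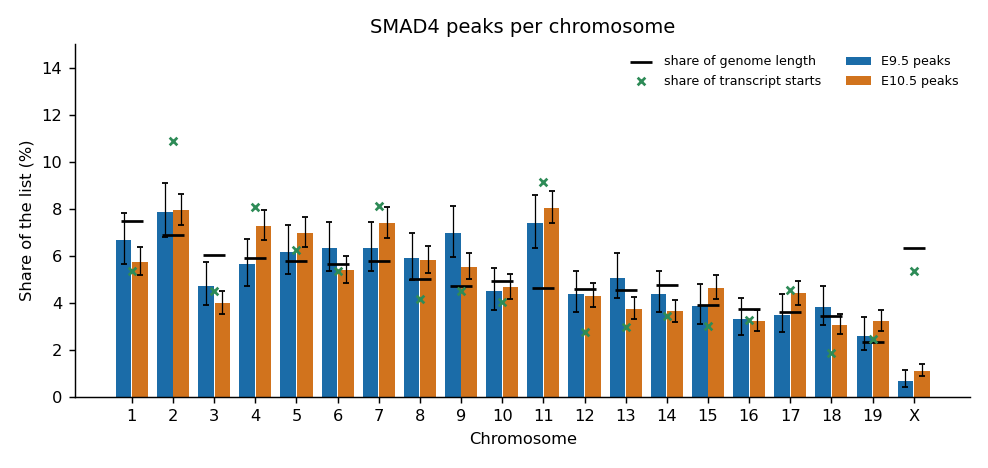
Share of the peaks of each list (%, vertical axis) per chromosome (horizontal axis) for E9.5 (blue) and E10.5 (orange), with 95% Wilson intervals as error bars, black dashes for the share of chromosome length and green crosses for the share of TSSs. Chromosome X holds 0.675% and 1.1% of the peaks against 5.34% of the TSSs.

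The best-scored peaks of each list were placed in relation to genes. At E9.5 the top score of 3100 was reached by 2 peaks. One of them, chr17:17962771-17968266, is intergenic with its centre -1.63 kb from the start of the microRNA gene Mir99b, where negative distances lie upstream. The other, chr3:30991898-30995249, is intergenic with its centre -0.406 kb from the TSS of Skil. They were followed by chr2:113588861-113590602 in the UTR of Grem1 (score 2076, 9.07 kb downstream of the TSS), chr2:173099870-173102875 in an intron of Pmepa1 (score 1383) and chr18:75525632-75530716 in the UTR of Smad7 (score 1307). At E10.5 the best peaks were chr3:30991944-30995045 at Skil (score 2155), chr17:17962742-17968417 at Mir99b (score 892) and chr18:75525871-75530697 at Smad7 (score 694). Next came the intergenic peak chr9:25251070-25252043, -37.6 kb from the TSS of Eepd1 (score 387), and chr9:86490224-86491430 in an intron of Me1, 25.2 kb from the TSS of Rwdd2a (score 355). Each of these peaks overlapped a peak of the other stage by at least 1 bp, and the pair at Skil had the best summed ranks of all pairs. The E9.5 peak at Pmepa1, whose E10.5 counterpart scored 57.5, and the E10.5 peak in Me1, whose E9.5 counterpart scored 55.1, no longer counted as shared when a reciprocal overlap of 50% or centres within 250 bp were required.

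The study tested BMP responsive elements (BREs) of Id1 and Msx2 by ChIP-qPCR. Placed on mm9 by its primers, the Id1 BRE amplicon matched chr2:152560842-152560934, 1.1 kb from the TSS of Id1. It lay inside the E9.5 peak chr2:152560305-152564270 (score 730, rank 11) and the E10.5 peak chr2:152559753-152564457 (score 244, rank 19). The Msx2 BRE amplicon matched chr13:53571561-53571650, 3.16 kb from the TSS of Msx2. It lay inside the E9.5 peak chr13:53570801-53572276 (score 132, rank 121) and the E10.5 peak chr13:53570669-53572618 (score 64.7, rank 2410). The control amplicons chr2:152558915-152559054 near Id1, chr13:53573340-53573423 near Msx2 and chr5:143666540-143666654 at Actb lay in no peak at either stage. The study identified the BREs in its ChIP-seq data and picked negative control regions that lacked enrichment there. The position of these amplicons inside or outside the peaks was thus set by their selection and is not independent evidence.

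**Figure D4:**
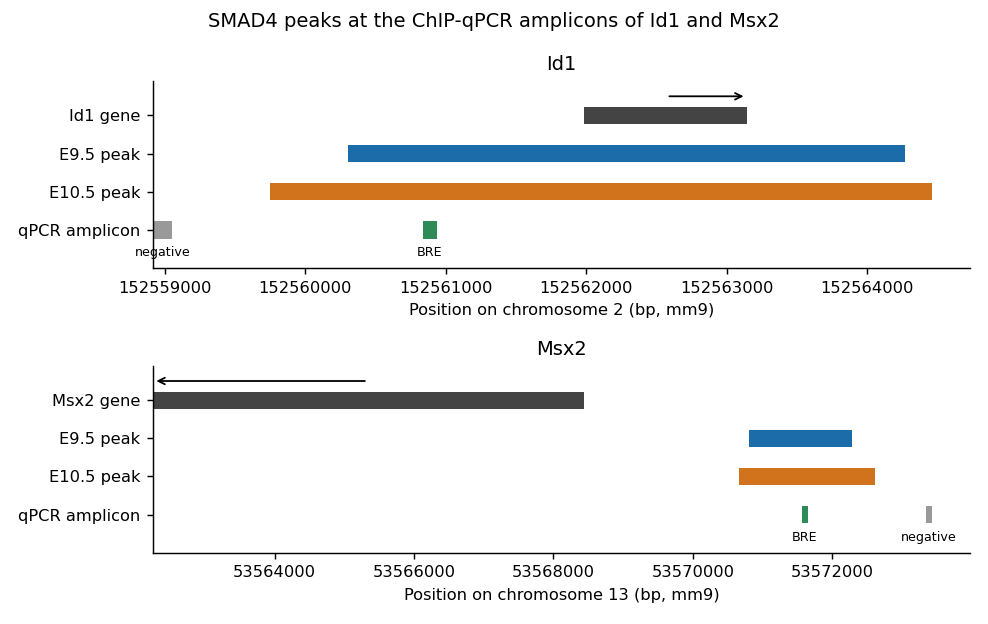
Maps of Id1 on chromosome 2 and Msx2 on chromosome 13 (horizontal axes, position in bp, mm9), with the gene (dark grey, arrow in the direction of transcription), the E9.5 peak (blue), the E10.5 peak (orange) and the qPCR amplicons (BRE green, negative control light grey). Both BRE amplicons lie inside a peak at both stages, and both negative controls lie outside. The study selected these regions with the help of the same ChIP-seq data.

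Genes in lists taken from the study were compared with all 22208 protein-coding genes for a peak within 100 kb of the TSS, of which 20.5% had one at E9.5 and 52.9% at E10.5. The study chose some of these genes with the help of the same peaks, so the counts are not independent evidence. Of 11 genes of BMP signalling, 8 had an E9.5 peak (one-sided permutation p over random gene lists, adjusted over 8 tests, 0.0016) and 9 an E10.5 peak (adjusted p 0.135). Of 7 genes tested with reporters or ChIP-qPCR, 5 had an E9.5 peak (adjusted permutation p 0.0256) and 6 an E10.5 peak (adjusted permutation p 0.167). Of 4 genes of the SHH pathway, 1 had an E9.5 and 3 an E10.5 peak (adjusted permutation p 0.605 and 0.411). The result for the reporter genes at E9.5 depended on the distance, since 3 of the 7 had a peak within 50 kb (adjusted permutation p 0.074). With the distance widened to 1 Mb, 78.4% of all protein-coding genes had an E9.5 peak and 91.3% an E10.5 peak.

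Among the reporter and ChIP-qPCR genes, Id1 (chr2:152561987-152563146) and Msx2 (chr13:53562250-53568443) had the peaks given above as their best within 100 kb. The best peaks of Id2 (chr12:25778666-25780957) were chr12:25780171-25787006 at E9.5 (score 544, rank 13) and chr12:25781990-25786773 at E10.5 (score 287, rank 12), both intergenic and centred -2.63 and -3.43 kb from the gene's 5′ end. Prrx2 (chr2:30690492-30736761) had its best peaks at chr2:30611627-30616317 at E9.5 (score 131, -76.5 kb) and chr2:30662614-30664882 at E10.5 (score 70.4, -26.7 kb). Alx4 (chr2:93482541-93521496) had no E9.5 peak within 100 kb and 3 at E10.5, the best of which lay in its UTR at chr2:93515181-93519582 (score 120). Lhx2 (chr2:38194801-38225253) had no E9.5 peak within this distance and 2 at E10.5, the better in an intron at chr2:38205789-38209483 (score 62.7). Pkdcc (chr17:83614623-83624410) had the intergenic E9.5 peak chr17:83563862-83564844 (score 70.9, -50.3 kb) and no E10.5 peak within 100 kb.

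SMAD binding sequences were counted in 300 bp around each peak centre and in windows 2 kb to either side. The SMAD core CAGACC was present in 20.9% of the E9.5 windows (interval 19.2% to 22.7%) and 15.2% of the flanking windows, a ratio of 1.37 (exact McNemar test, p 7.06e-07, adjusted over 12 tests 1.69e-06). At E10.5 it was present in 19.7% (interval 18.7% to 20.7%) and 15.8%, a ratio of 1.25 (p 1.63e-08, adjusted 4.88e-08). The windows at the centres were richer in GC than the flanking windows, with 56.0% and 44.5% at E9.5 and 57.5% and 46.5% at E10.5. Against windows of the same GC content from the same chromosome, the ratio was 1.06 at E9.5 (p 0.358) and 1.03 at E10.5 (p 0.473), which is not distinguishable from 1. The flanking windows reached into the peak itself for 3.67% of the E9.5 and 30.5% of the E10.5 peaks. The share of windows with CAGACC did not differ detectably between the stages (odds ratio 1.08, Fisher's exact test p 0.24).

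The shorter SMAD box CAGAC was present in 60.6% of the E9.5 windows (interval 58.5% to 62.7%) and 53.2% of the E10.5 windows (interval 52% to 54.5%). This corresponds to an odds ratio of 1.35 between the stages (Fisher's exact test, p 3.72e-09, adjusted over 6 sequences 2.23e-08). Over 100 draws of windows of the same GC content, the mean share was 52.7% for E9.5 and 52.9% for E10.5. The E9.5 share was 1.15 times the mean of the draws and above all 100 draws (p 0.0198, the smallest possible). The E10.5 share was 1.01 times the mean and was reached by 25 of 100 draws (p 0.515). The palindrome GTCTAGAC was present in 25 E9.5 windows (1.21%) and 26 E10.5 windows (0.42%), which is 5.48 and 2.16 times the mean of the draws. The GC-rich form GGCGCC was present in 12.6% and 13.1%, or 1.27 and 1.16 times the mean of the draws, and 0 of 100 draws reached the observed share in each of these 4 cases. The PKNOX1 (PREP1) sequence TGACTGAC was present in 1.11% of the E9.5 and 1.41% of the E10.5 windows, 1.15 and 1.01 times a single draw of windows of the same GC content (exact McNemar test, p 0.761 and 1). Its longer form GTGACTGAC was present in 0.482% and 0.534% (p 0.18 and 0.358 against the same windows). Against the flanking windows, the longer form at E10.5 had a p of 0.0328 and an adjusted p of 0.0563.

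**Figure D5:**
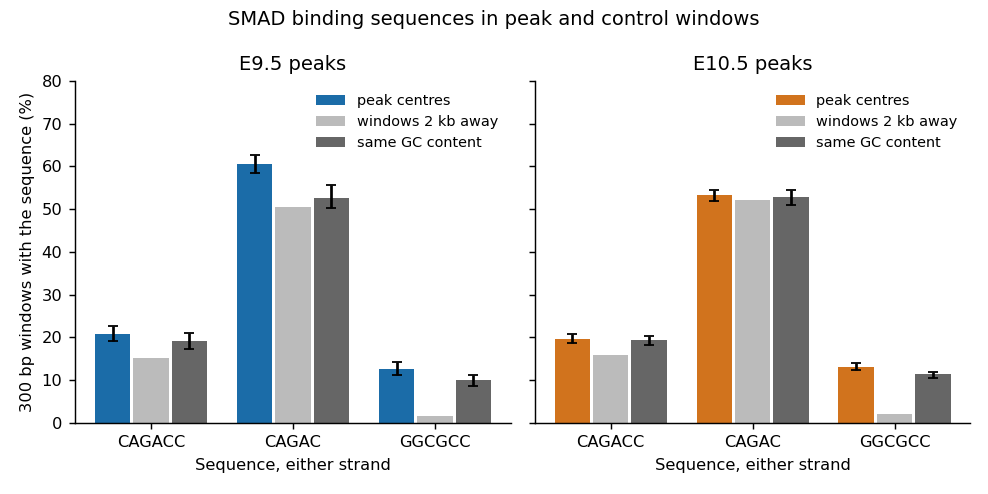
Share of 300 bp windows (%, vertical axis) that hold CAGACC, CAGAC or GGCGCC on either strand (horizontal axis) at the peak centres (coloured, 95% Wilson intervals), in the windows 2 kb away (light grey) and in 100 draws of windows of the same GC content (dark grey, mean with the lowest and highest draw), for E9.5 and E10.5. CAGAC stands above the draws at E9.5, with 60.6% against 52.7%, and not at E10.5, with 53.2% against 52.9%.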

Values the study reported

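For the early stage (E9.5-E10.0) the study reported 2073 reproducible SMAD4 peaks, and for E10.5 it reported 6185. Of the early peaks, about 40% were stated to lie within 5 kb of a TSS and about 20% at a distance of 100 kb or more.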

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

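The comparison restricted to peaks far from a TSS, and the ranks of CAGAC among words without CpG, by excess in points and by stage difference, were chosen only after the results they bear on had been seen.

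The excess of the SMAD box CAGAC over windows of the same GC content differed between the stages, by 6.04 percentage points in a single draw of such windows (permutation of the stage labels, p 0.00086, adjusted over 6 sequences 0.00258). The draw itself is argued against as the cause, since over 100 draws the stage difference was 7.6 points on average (4.33 to 11.1), with 0 draws at or below 0. Peak centres lying farther from the binding site in the wider E10.5 peaks are argued against for narrow peaks only. Among peaks no wider than the E9.5 median (1037 and 645 peaks) the difference was 11.0 points (permutation p 1e-05, the smallest possible), and there the E10.5 windows held fewer boxes than the controls, by -4.25 points. These were 645 of the 6185 E10.5 peaks, and the distance from centre to binding site was not measured. For the wider E10.5 peaks this explanation therefore stays open. The larger share of promoter peaks at E10.5 does not account for the stage difference, which was 7.38 points among peaks over 5 kb from a TSS (permutation p 1e-05).

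Whether this excess belongs to the SMAD box in particular was tested with the 30 arrangements of its bases, each compared with 5 draws. CAGAC had rank 6 at E9.5, with a ratio of 1.13 against a median of 1.03 and a maximum of 1.20, so by ratio other words reached an excess as large. By excess in percentage points, the measure used above, it ranked 1 of 30 with 7.04, the next being GCCAA with 4.55. Since the measures disagree, sequence content other than the SMAD box cannot be told apart from the box itself as the source of the E9.5 excess, although the criterion fixed in advance, by ratio alone, would have favoured other sequence content. All 5 words above CAGAC hold CpG, for which the controls were not matched. Among the 18 words without CpG, CAGAC ranked 1, just above GCCAA (1.13 and 1.11), and by the stage difference it ranked 1 of 30 with 6.75 points, the next being CAGCA with 4.18. The ranks other than that by ratio were looked up after the outcome was known and leave the question of specificity open. Over the draws, the excess was present in each score quartile of the E9.5 list (1.12, 1.12, 1.1 and 1.28 times the mean). In the single paired draw, the lowest and highest quartiles had 1.21 and 1.32, and the middle ones 1.05 and 1.03, which were not past the threshold (exact McNemar tests, p 0.335 and 0.568). Over the draws it was also present in E9.5-only peaks (1.17), whereas shared peaks had 1.06 at E9.5, reached by 15 of 100 draws, and 1.02 at E10.5, reached by 34. A difference in SMAD4 binding between stages or between tissues remains among the open explanations. Neither was tested, because the tissue changed together with the stage, and an effect of unknown sequencing depth was not tested either.

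The palindrome GTCTAGAC also had a larger excess at E9.5, by 0.867 percentage points (permutation p 0.00017, adjusted 0.00102). The single draw is argued against as the cause, because over 100 draws the difference was 0.76 points on average (0.432 to 0.996), with 0 draws at or below 0. The result rests on 25 E9.5 and 26 E10.5 windows with the palindrome. The palindrome does not contain CAGAC itself, and other words of the same bases were not compared for it. Stage, tissue and depth stay open and untested.

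The width of shared relative to stage-only peaks went in opposite directions, with a log2 ratio of medians of 0.79 at E9.5 and -0.20 at E10.5. The difference of 0.99 had a permutation p of 1e-05, the smallest possible. Easier chance overlap of wide peaks is argued against as the cause. When peaks counted as shared only with centres within 250 bp, the log2 ratio was 0.76 at E9.5 (permutation p 1e-05) and -0.32 at E10.5 (permutation p 2e-05). More promoter peaks among the shared ones are argued against by the stage difference of 0.80 among peaks near a TSS (permutation p 1e-05). Shared peaks are overlapping calls at the same places, and their medians of 1958 and 2253 bp lay between the stage-only medians of 1131 and 2590 bp. The opposite directions thus come mainly from the stage-only peaks. The remaining candidates, which were not tested, are the depth and enrichment of the libraries, which can set the width of a call, and a biological difference between the stages or tissues.

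Shared peaks lay near a TSS more often than stage-only peaks in both lists, and the odds ratio was 2.85 times larger at E9.5 (7.55 against 2.65, permutation p 1e-05, the smallest possible). More background calls among low-scored E9.5-only peaks are argued against, since the ratio of odds ratios was 3.65 between the better-scored 50% of both lists (8.16 against 2.23, permutation p 1e-05). The shares near a TSS of the shared peaks were alike by construction, so the difference comes from the stage-only peaks, of which 27.5% at E9.5 and 52.3% at E10.5 lay near a TSS. No biological explanation could be separated from the tissue, and none was tested.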

How the results depend on the processing

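No paired analysis was possible because the replicates of each stage had been combined into a single list, and for the same reason the alternatives that leave out a replicate or use the replicate number as a block could not be run. The 5′ ends of genes as TSSs, flanking windows 10 kb away, CAGAC against windows of the same GC content, the 100 draws and the autosomes alone in the chromosome test were chosen after seeing the data.

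Of the values that answer a comparison, 52 kept their direction and their side of the threshold or stayed within their interval under an alternative, 23 moved beyond it, 9 became weaker, 4 stronger and 2 reversed. Of the single named peaks, 26 values stayed and 4 moved, all of them the loss of sharing at Pmepa1 and in Me1 under stricter overlap. The stage difference in the share near a TSS, the width difference, the score difference between shared and stage-only peaks, the excess of overlap over random placement, the unequal spread over chromosomes and the clustering of neighbours kept their direction and their side of the threshold under each alternative tried. An exception outside these alternatives is the widest tercile of peaks, where the stage difference in the share near a TSS was -7.47 points. Among peaks scored 100 or more, the shares near a TSS were 76.4% at E9.5 and 80.7% at E10.5, with overlapping intervals.

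The share of shared peaks depends on what counts as shared and on which peaks enter. It was 16.9% at E9.5 and 5.66% at E10.5 with a reciprocal overlap of 50%, 14.0% and 4.69% with centres within 250 bp, and 34.1% and 13.6% with scores of 100 or more in both lists. With the E10.5 list reduced to the best-scored 2073 peaks it was 11.9% and 11.7%, and here the smaller number of E10.5 peaks lowers the first share by construction.

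The share near a TSS was 30.7% at E9.5 and 47.4% at E10.5 within 2.5 kb, 26.1% and 39.2% within 1 kb, 32.0% and 50.8% with protein-coding genes, 48.2% and 65.2% in the better-scored 50%, 30.3% and 44.5% with gene 5′ ends, and 57.1% at E10.5 from the nearest edge. The share at 100 kb or more was 15.9% and 8.68% with protein-coding genes and 21.3% and 12.1% with their 5′ ends only. Fewer TSSs raise these distances by construction. Why better-scored peaks lie nearer to a TSS was not tested.

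The excess of CAGACC over flanking windows fell to 1.06 at E9.5 and 1.03 at E10.5 with windows of the same GC content, and to 1.1 and 1.02 over 100 draws of them, none past the threshold. At E10.5 the excess was also not past the threshold for CAGAC (1.02 against flanking windows, 1.03 and, over the draws, 1.01 against the same GC content). For GTCTAGAC at E10.5 it was not past the threshold against flanking windows (1.73) but was against the same GC content (2.36, adjusted p 0.0482, and 2.16 over the draws, reached by 0 of 100). For both sequences the cause was not tested beyond the GC content. The stage comparison of CAGACC, with an odds ratio of 1.08, reversed to 0.359 over the whole peak, where the wider E10.5 peaks offer more sequence by construction. It reversed to 0.957 with GGCGCC, which is not past the threshold, and passed the threshold with CAGAC (1.35) and GTCTAGAC (2.89). For the choice of sequence the cause was not tested.

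For the BMP list and the reporter and ChIP-qPCR list, counting a gene when it is the nearest to a peak within 1 Mb raised the E10.5 factors over all genes past the threshold, to 3.75 and 4.59. At E9.5 the reporter list was no longer past the threshold within 50 kb (factor 3.75, adjusted permutation p 0.074, against 0.0038 and 0.0256 under the other distances). The cause was not tested. The unknown depth limits these results, since a gene without a peak may have binding below the calling threshold.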

Other observations

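The test of the narrow miss of the calling threshold, the test at Cwc22, the tests of width within single terciles, and the tests of high-scored peaks and of peaks far from a TSS against the whole cause were chosen only after the results they bear on had been seen. The same holds for the reading of the GC test at E9.5, of low-scored peaks at both stages, of the narrow miss, of the dosage of chromosome X and of Cwc22 as undecided, where a fixed criterion alone would have given an answer.

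The overlap of the lists was tested against explanations by location. Gene-rich neighbourhoods common to both lists are argued against, since the share remained 8.66 times the mean after local shifts of 10 to 100 kb. Promoters present in both lists are argued against as the whole cause, by a factor of 14.5 among peaks over 5 kb from a TSS. However, 287 of the 387 shared E9.5 peaks lay near a TSS, and no random placement kept peaks at promoters. How much of the overlap comes from promoters was therefore not determined. The higher scores of shared peaks are not explained by their width, as the mean log2 difference in score within width quartiles was 0.54 at E9.5 and 0.53 at E10.5 (permutation p 1e-05 for each, the smallest possible).

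Most peaks of each list had no counterpart, and several candidate explanations were weighed. At E10.5 this was in part set by list length. The 390 pairs joined 387 E9.5 and 387 E10.5 peaks, so pairing was nearly 1 to 1. With such pairing, 2073 E9.5 peaks would leave most of the 6185 E10.5 peaks without a counterpart even if all of them recurred. For low-scored E9.5 peaks as background calls, the excess of CAGAC in the lowest score quartile was 1.21 (exact McNemar test, p 0.000504) and 1.12 over 100 draws. The shared E9.5 peaks had 1.06, reached by 15 of 100 draws. The E9.5 peaks scored 100 or more, of which 67.8% recurred, had 1.27, reached by 0 of 100. These rows go both ways, so it stays undecided if the box marks the recurrent peaks. Whether its excess marks binding is itself open, and background calls cannot be told apart from binding here. For low-scored E10.5 peaks the ratio was 1.07 (exact McNemar test, p 0.0434, adjusted 0.125) and over 100 draws 1.03. Since the highest E10.5 quartile had 0.983, the box does not separate signal from background in this list, and for low-scored peaks background calls cannot be told apart from binding there either. As the whole cause they are argued against, since of the 522 E10.5 peaks scored 100 or more only 24.1% (20.7% to 28.0%) were shared. E10.5-only peaks near a TSS had a ratio of 1.01 and those far from one 1.04, neither past the threshold (exact McNemar tests, p 0.582 and 0.0892). The GC-rich form GGCGCC did exceed windows of the same GC content in E10.5-only peaks near a TSS (20.1% against 16.4%, ratio 1.23, exact McNemar test, p 3e-05, adjusted 0.00039) and not far from one (ratio 0.888, p 0.416). This form holds CpG, for which the controls were not matched, so its excess at promoters does not show a SMAD site there. For peaks near a TSS, signal at open promoters without a SMAD site therefore cannot be told apart from binding through other factors. As the whole cause it is argued against, because E10.5 peaks over 5 kb from a TSS were shared even less often (99 of 2866, 3.45%) than those near one (288 of 3319, 8.68%). A narrow miss at E10.5 stays open too. Of the E9.5 peaks scored 100 or more, 67.8% recurred, but a high score at E9.5 does not bound the signal at E10.5.

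The larger share of peaks near a TSS at E10.5 remained between the better-scored 50% of both lists, by 17.0 points (13.5 to 20.4). These parts of the lists still began at scores of 56.3 and 59.8. Among peaks scored 100 or more, the shares were 76.4% (70.2% to 81.7%) at E9.5 and 80.7% (77.0% to 83.8%) at E10.5. Weak peaks thus cannot be ruled out as a cause of the difference. Peak width as the whole cause is argued against for narrow peaks only. Within the narrowest width tercile the difference was 15.9 points. It fell to 5.42 points (1.59 to 9.25) when the peaks of this tercile were compared within width quintiles, and to 5.0 points (0.57 to 9.44) within 20 width classes. The middle and widest terciles went in opposite directions (4.70 and -7.47 points, the last with 146 E9.5 peaks), and there width cannot be told apart from other causes. The test fixed in advance, the mean over the terciles, gave 4.36 points (1.04 to 7.68) and decides nothing, because the terciles went both ways. Stage, tissue and depth stay open as untested explanations for the rest.

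The GC content of the peak windows was tested as an explanation for the excess of CAGACC over flanking windows. At E10.5 the ratio was 1.03 against windows of the same GC content, so GC content is a candidate explanation for the whole excess there. At E9.5 the ratio was 1.06 (exact McNemar test, p 0.358), while 100 draws gave 1.1 (p 0.0594) and the highest score quartile 1.27 with 0 of 100 draws reaching it. In the single paired draw this quartile had 1.18 (exact McNemar test, p 0.208). Over the draws, E9.5 peaks scored 100 or more had 1.22, reached by 6 of 100. A part of the E9.5 excess beyond GC content thus cannot be told apart from chance with these numbers.

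Chromosome X held few peaks, 1.1% at E10.5 (interval 0.868% to 1.39%), which lies below its 5.34% of the TSSs and argues against a low number of genes as the cause. A single X copy in male embryos could lower X peaks. The median score of X peaks differed from that of autosomal peaks by -4.09 at E10.5 (55.8 against 59.9, permutation p 0.0726) and by 7.32 at E9.5 (63.5 against 56.2, permutation p 0.0751). Because only called peaks carry a score, regions that fell below the threshold are missing from this test, and a dosage effect cannot be told apart from other causes. The study states that embryos of either sex were used, so in pools of about 80 to 100 embryos a single X copy in the males could remove only a part of the X signal. The sex ratio of the pools is not given, and mappability was not tested.

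The window chr2:77714268-77814267 at Cwc22 held 11 E10.5 peaks, where 0.24 would fall under an even spread, and 7 of them lay within 5 kb of a TSS. Their scores were 50.3 to 137. A candidate explanation is extra copies of the region in the mouse strain, which would raise both stages. The E9.5 list had 1 peak there, with 0.0804 under an even spread, and with numbers this small extra copies cannot be told apart from a stage difference.

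The share of E9.5 peaks at 100 kb or more from a TSS was 9.60% here. That is lower than the value quoted from the study above. With the 5′ ends of protein-coding genes as TSSs the share was 21.3%. The share within 5 kb, 36.2% here, moved away from the study's value with fewer TSSs, to 32.0% with protein-coding genes and 30.3% with the 5′ ends of genes. Measured from the nearest edge of the peak, it moved towards that value, to 38.1%. The share within 5 kb was not computed for the set that gave 21.3%.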
